# Systemic alterations play a dominant role in epigenetic predisposition to breast cancer in offspring of obese fathers and is transmitted to a second generation

**DOI:** 10.1038/s41598-021-86548-w

**Published:** 2021-04-01

**Authors:** Camile C. Fontelles, Raquel Santana da Cruz, Alexandra K. Gonsiewski, Ersilia Barin, Volkan Tekmen, Lu Jin, M. Idalia Cruz, Olivier Loudig, Anni Warri, Sonia de Assis

**Keywords:** Cancer, Developmental biology, Oncology

## Abstract

We previously showed that environmentally-induced epigenetic inheritance of cancer occurs in rodent models. For instance, we reported that paternal consumption of an obesity-inducing diet (OID) increased breast cancer susceptibility in the offspring (F1). Nevertheless, it is still unclear whether programming of breast cancer in daughters is due to systemic alterations or mammary epithelium-specific factors and whether the breast cancer predisposition in F1 progeny can be transmitted to subsequent generations. In this study, we show that mammary glands from F1 control (CO) female offspring exhibit enhanced growth when transplanted into OID females compared to CO mammary glands transplanted into CO females. Similarly, carcinogen-induced mammary tumors from F1 CO female offspring transplanted into OID females has a higher proliferation/apoptosis rate. Further, we show that granddaughters (F2) from the OID grand-paternal germline have accelerated tumor growth compared to CO granddaughters. This between-generation transmission of cancer predisposition is associated with changes in sperm tRNA fragments in OID males. Our findings indicate that systemic and mammary stromal alterations are significant contributors to programming of mammary development and likely cancer predisposition in OID daughters. Our data also show that breast cancer predisposition is transmitted to subsequent generations and may explain some familial cancers, if confirmed in humans.

## Introduction

Genetic predisposition explains most but not all familial diseases, including breast cancer^1^. It is increasingly evident that epigenetic inheritance of disease can also occur and may explain some inherited conditions. There is strong indication that, at conception, parents pass more than genetic material to their offspring. They also transmit a molecular memory of past environmental exposures^2,3^ which can result in offspring’s predisposition for certain chronic diseases^4^.

Life-style and environmental insults have been shown to reprogram the sperm epigenome in humans and in animal models^5,6^. Recently published studies demonstrated that the small RNA load in paternal sperm can convey phenotypes to the progeny^3,7–9^. Some of those reports implicate t-RNA fragments (tRFs)—which are the most abundant small RNA sub-type in sperm—in the transmission of environmentally-induced information from fathers to offspring and show that they can recapitulate disease phenotypes^7–10^.

Because mammary gland development starts during the fetal stage, multiple studies report that maternal exposure during gestation can epigenetically reprogram the daughters’ mammary tissue and increase breast cancer development^11–14^. However, a role for paternal exposures in modulating breast cancer predisposition in offspring has emerged in recent years. We recently showed that paternal obesity, malnutrition and consumption of a high-fat diet all lead to increased breast cancer development in offspring^15–17^, a phenotype associated with changes in normal mammary gland development. We also found that a recurrent phenotype accompanying offspring’s cancer predisposition is metabolic dysfunction^16–18^, raising the possibility that paternally-induced cancer development could be a function of both systemic effects as well as tissue specific changes.

Paternal effects on the F1 generation include alterations in the germline epigenome^19^, suggesting that disease traits in offspring could be passed on to future generations. Indeed, it has been reported that paternally-induced phenotypes observed in the F1 can be transmitted to the F2 generation^19,20^. There is also evidence for environmentally-induced intergenerational programming of disease from human cohorts: A recent study reported an association between paternal nutritional status and increased cancer mortality in subsequent generations^21^. It is not clear, however, whether paternally-induced breast cancer predisposition observed in daughters can be transferred to successive generations.

Here, we used a mouse model of paternal obesity and aimed to address the distinct contributions of systemic effects and local tissue-confined factors on mammary gland and breast cancer development in daughters of obese fathers. We also investigated whether the breast cancer predisposition observed in daughters of obese fathers^15,16^ could be transmitted to granddaughters.

## Results

### Offspring of OID fathers have impaired metabolic function and altered mammary gland development

We previously reported that paternal consumption of obesity-inducing diets (OID) at the pre-conception window increased female offspring’s susceptibility to breast cancer^15,16^. In those studies, we also described mammary gland morphological changes as well as metabolic dysfunction—a phenotype also reported by others—in offspring of obese fathers^16,18,19,22^. Our present results corroborate our previous findings as OID offspring (F1) displayed impaired metabolic function with both F1 males and females showing significantly higher glucose levels in an insulin tolerance test (ITT) compared to CO offspring (*P* = 0.002, *P* = 0.011, Fig. 1a–f). In addition, mammary glands of OID daughters also showed increased number of terminal end buds (TEB), higher epithelial branching and elongation, although only the last parameter reached statistical significance compared to CO (Table S1). Those phenotypes were not associated with body weight gain (Fig. S1) as OID offspring weights either did not differ from or were lower than those of CO offspring.

**Figure 1:**
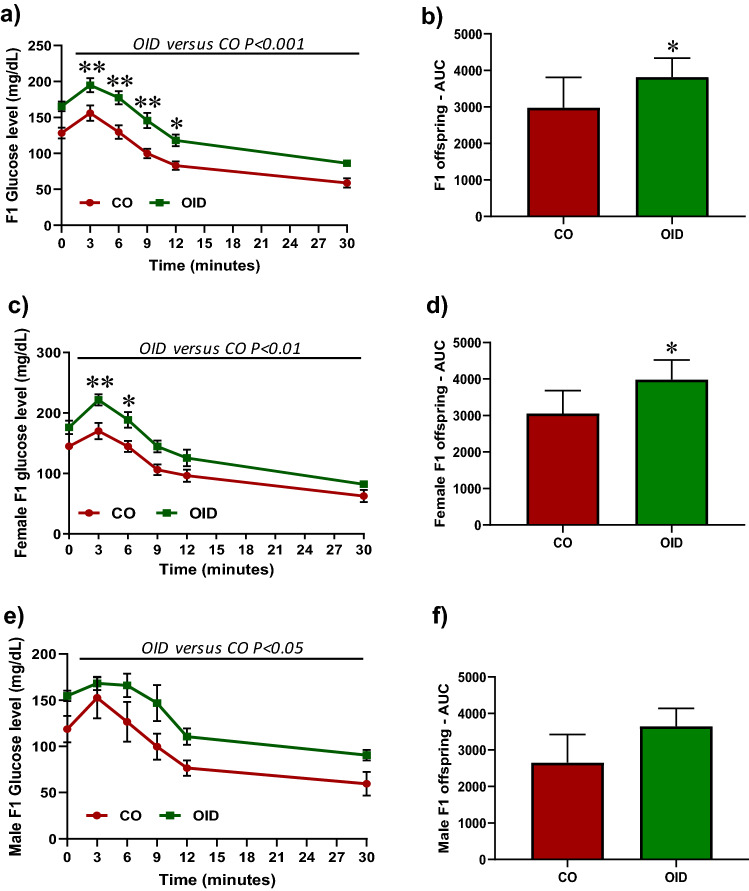
Paternal OID causes metabolic disturbance in offspring. Insulin tolerance test (ITT) and area under curve (AUC) in all gender (**a**,**b**), female (**c**,**d**) and male (**e**,**f**) F1 offspring (n = 7–8/gender/group) from CO and OID-fed fathers. The data are expressed as mean ± SEM. Significant differences versus the control group were determined by two-way ANOVA followed by post-hoc analysis. *P ≤ 0.05; **P ≤ 0.01.

### Systemic effects play a larger role in normal mammary tissue and mammary tumor growth in offspring of OID fathers

Next, we examined the contributions of systemic alterations and mammary tissue specific factors (stroma vs. epithelium) to the increased breast cancer development in offspring of obese fathers. In the first experiment, female offspring of either CO or OID-fed males underwent a mammary gland transplantation surgery. CO mammary glands transplanted into OID females [OID(CO.MG)] exhibited accelerated development (Fig. 2a–e) as shown by higher mammary gland area (*P* = 0.032, Fig. 2b), higher mammary branching and higher epithelial elongation (*P* = 0.014; *P* = 0.008, respectively, Fig. 2c,d), but not higher number of TEBs (Fig. 2e), compared to CO females that received a CO mammary gland [CO(CO.MG)]. This phenotype was associated with a higher proliferation index and lower apoptotic rates compared to [CO(CO.MG)]) and [CO(OID.MG)] (*P* = 0.021 and *P* = 0.026, respectively; Fig. 2f–j). While OID mammary glands transplanted into CO females [CO(OID.MG)] showed slightly higher mammary gland area, mammary branching and epithelial elongation and number of TEBS (Fig. 2b–e) compared to [CO(CO.MG)], results did not reach statistical significance.

**Figure 2:**
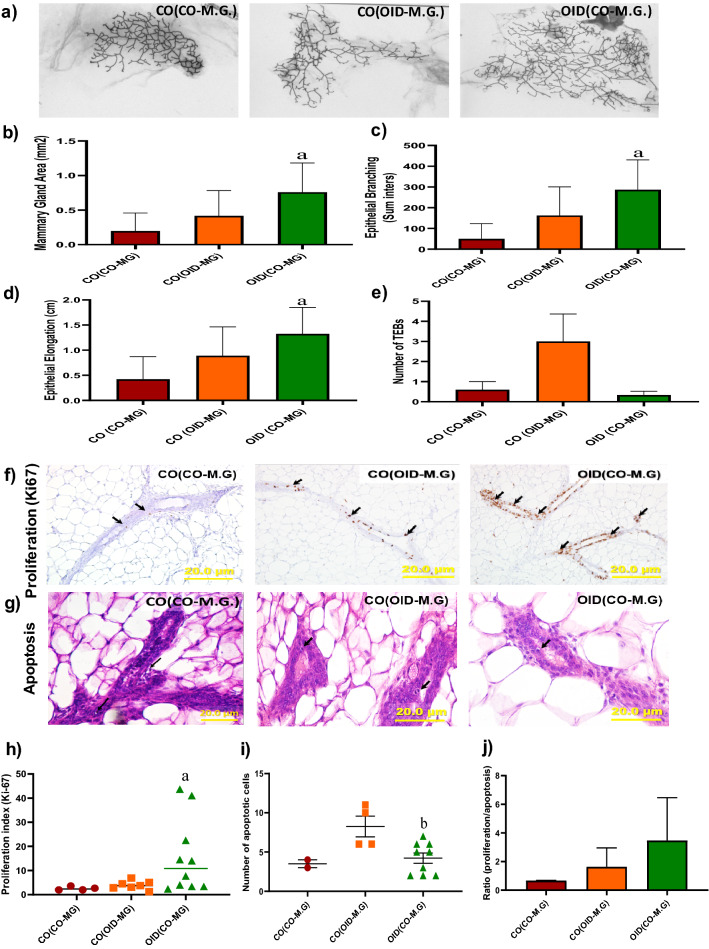
Development of transplanted mammary glands in CO or OID daughters (F1). Histological depiction of transplanted mammary gland in (**a**) [CO(CO-M.G)], [CO(OID-M.G)], and [OID(CO-M.G)] groups. Graphs below show values for mammary gland area (**b**), epithelial branching (**c)**, epithelial elongation (**d**) and number of terminal end buds (TEB) (**e**), (**b**–**e**, n = 6–13); Photomicrograph of Ki-67 immunostaining (**f**) (20×, staining indicated by arrows) and apoptotic cells (**g**) (H&E morphological assessment, 40×, cells indicated by arrows). Graphs below show proliferation index (**h**), number of apoptotic cells (**i**) and proliferation/apoptosis ratio (**j**), (**f**–**i**, n = 4–12). The data are expressed as mean ± SEM. Significance differences between groups were determined by one-way ANOVA followed by post-hoc analysis (mammary gland area, branching density, epithelial elongation, number of TEBs, cell proliferation and apoptosis numbers). “a” indicates statistically significant difference (*P* ≤ 0.05) between OID(CO-M.G) and CO(CO-M.G); “b” indicates statistically significant difference (*P* ≤ 0.05) between OID(CO-M.G) and CO(OID-M.G).

Given that both the mammary microenvironment and systemic response could play a role in tumor progression, we also asked whether the metabolic-induced mammary stroma milieu could affect the growth potential of tumors. Thus, in our second experiment, a DMBA-induced mammary tumor of F1 female offspring from CO (donor) was transplanted into the fat pad of a CO or OID female offspring (host) and vice versa. Tumor growth was followed for 6–8 weeks post-surgery. While not statistically significant due to large intra-group variation, CO tumors transplanted into OID females [OID(CO.T)] seemed to have improved growth (Fig. 3a,b) compared to CO or OID tumors transplanted in CO females [CO(CO.T) and CO (OID.T)]. In line with that, [OID(CO.T)] tumor also showed significantly increased cell proliferation to apoptosis ratio, compared to both [CO(CO.T)] and [CO (OID.T)] (*P* = 0.043, *P* = 0.032, respectively; Fig. 3c–g).

**Figure 3:**
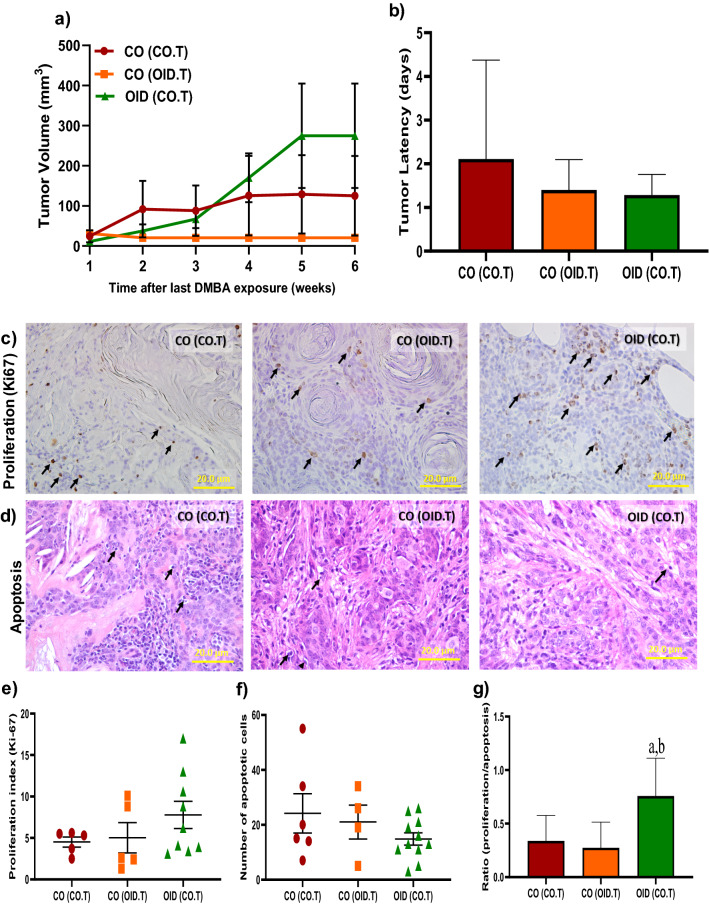
Development of transplanted mammary tumors in CO or OID daughters (F1). Tumor volume (**a**) and latency (**b**) (**a**,**b**, n = 10–18/group) in [CO(CO-M.G)], [CO(OID-M.G)], and [OID(CO-M.G)] groups after a 6-week monitoring period. Photomicrograph of Ki-67 immunostaining (**c**) (20×, staining indicated by arrows) and apoptotic cells (**d**) (H&E morphological assessment, 20×, cells indicated by arrows). Graphs below show proliferation index (**e**), number of apoptotic cells (**f**), and proliferation/apoptosis ratio (**g**), (**c**–**g**, n = 3–11/group). The data are expressed as mean ± SEM. Significance differences between groups were analyzed by repeated measures ANOVA (mammary tumor volume) and one-way ANOVA (tumor latency, proliferation index and number of apoptotic cells) followed by post-hoc analysis. “a” indicates statistically significant difference (*P* ≤ 0.05) between OID(CO.T) and CO(CO.T); “b” indicates statistically significant difference (*P* ≤ 0.05) between OID(CO.T) and CO(OID.T).

### Consumption of OID alters the tRF content in sperm of fathers (F0) and their sons (F1)

Recent studies have suggested that sperm non-coding RNAs play a role in transmitting environmentally-induced information from fathers to offspring. Transfer RNA fragments or tRFs make up the majority of small RNAs in mature sperm and can recapitulate the effects of paternal obesity in offspring^3^. As reported before, GlyGCC and GlutCTC were the most abundant tRFs in sperm of both fathers (F0) and their male offspring (F1), representing about 70% of all tRFs (Fig. 4a,b)^8,19^. 

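Small RNA-seq was performed on caudal epididymal sperm of 15 mice: 3 CO F0 males, 4 OID F0 males, 4 CO F1 males and 4 OID F1 males. F0 males were fed diets with 17.2% (CO) or 57.1% (OID) of energy from fat from 3 to 10 weeks of age, and F1 males of both groups were kept on the control diet. Libraries were made from 100 ng of sperm RNA after lysis of somatic cells, and fragments of 30 to 45 nucleotides were excised from a gel on which barcoded samples had been pooled. A tRF is named here by the amino acid and anticodon of its tRNA, so that ValTAC stands for all fragments assigned to valine tRNAs with the anticodon TAC. According to the paper, reads were trimmed with Trimmomatic and aligned to GRCm38/mm10, and reads shared between tRNAs were added to the unique reads with a weight given by the alignment score. The authors deposited 1 normalized table, with 47 tRFs, 4 further entries for mature tRNAs and 164 miRNAs in each of the 15 libraries. The values are described as TPM, but 1 library summed to more than 1000000 over all entries. After subtraction of an offset of 0.5, all 705 tRF values were whole multiples, to within 0.001 reads, of 1 amount per library, so that the counts behind each value were recovered. By the paper's description these are weighted reads, and they are called reads below. The reads counted on tRFs, on which the precision of the values rests, ranged from 17966 to 5363471. These are fewer than the raw reads that the paper states for each library. Depth here means the tRF reads of a library, not the number of reads sequenced. CO F0 libraries held 341927, 271812 and 17966 tRF reads. OID F0 libraries held between 295389 and 5363471, with a median of 1167991. In F1 males, CO libraries held between 35677 and 2675346 tRF reads, with a median of 680741.5, and OID libraries between 1684563 and 4924160, with a median of 3221587. The median depth of OID libraries was thus 4.30 times that of CO in F0 and 4.73 times in F1 (two-sided exact permutation test on log2 depth, p = 0.114 and p = 0.0857). With so few libraries these tests do not exclude a difference in depth between the diets. The direction was the same in both generations, which were not tested together for depth. The 21 pairs of libraries of the same group had a chi-square of at least 30.8 per degree of freedom, so that none was a repeated count of another. This sets them against counting error only and does not tell males apart from repeated preparations of 1 sample. CO and OID were compared within each generation with limma (moderated test on log2 of the normalized value + 1) with Benjamini-Hochberg adjustment over the 47 tRFs, and single tRFs also with exact permutation tests. The smallest two-sided p that 3 males against 4 allow is 0.0571, and with 4 against 4 it is 0.0286. All tests take the males as independent. The paper does not give the number of fathers of the F1 males sequenced, and brothers within a group could make the F1 p-values too small.

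**Figure D1:**
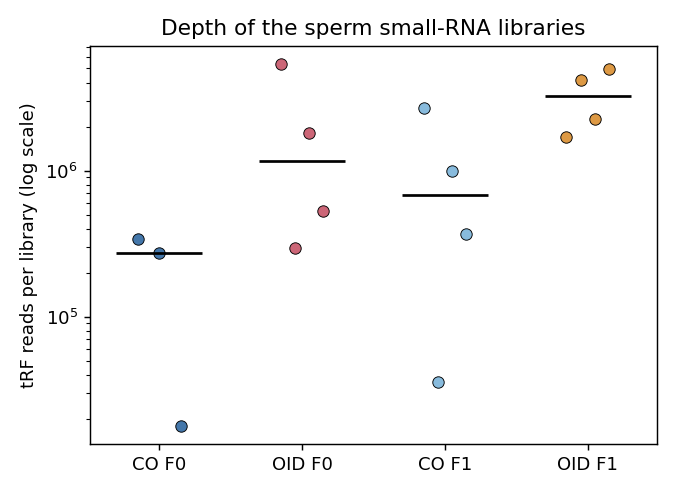
Reads counted on tRFs in each sperm library (y-axis, log scale) for the 4 groups (x-axis). Each point is a library from 1 male and the lines are medians. The shallowest library, CO F0 replicate 3, held 17966 reads and the deepest, OID F0 replicate 1, held 5363471.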

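GlyGCC and GluCTC were the most abundant tRFs in all 15 libraries. Together they made up 76.1% ± 6.75 (SD, n = 3) of the summed tRF values in CO F0 males and 72.8% ± 4.12 (SD, n = 4) in OID F0 males, a difference that was within the spread between males (two-sided exact permutation test, p = 0.457). In F1 males the share was 70.2% ± 3.13 (SD, n = 4) in CO and 74.6% ± 2.62 (SD, n = 4) in OID (two-sided exact permutation test, p = 0.0857). Across libraries it ranged from 67.2% to 82.0%. The widest 95% Wilson confidence interval of a library's share spanned 1.12 percentage points, and such intervals cover counting error only. GluCTC was the first of the pair in all but 2 libraries. Its share was 42.1% ± 16.5 (SD, n = 3) in CO F0, 40.3% ± 3.00 (SD, n = 4) in OID F0, 45.6% ± 1.81 (SD, n = 4) in CO F1 and 46.9% ± 3.19 (SD, n = 4) in OID F1 males. GlyGCC made up 34.1% ± 20.2 (SD, n = 3), 32.5% ± 6.59 (SD, n = 4), 24.6% ± 1.77 (SD, n = 4) and 27.7% ± 1.43 (SD, n = 4) of the tRF values in the same order of groups. In F1 every OID male had a higher GlyGCC share than every CO male (two-sided exact permutation test, p = 0.0286), while in F0 the GlyGCC shares overlapped (exact permutation p = 0.914). The GluCTC shares differed by less than the spread between males in both generations (exact permutation p = 0.743 in F0 and p = 0.571 in F1). The wide spread of GlyGCC in CO F0 came with the shallowest library, where its share was 57.2%. The third most abundant tRF, which was GluTTC, GlyCCC, LysCTT or ValCAC depending on the library, reached at most 7.08%. The difference between OID and CO in F0 was -3.33 percentage points, and the alternative that moved it most, leaving out CO F0 replicate 1, gave -7.02. Without the shallowest library, CO F0 replicate 3, it was -0.394. In GRCm38, the mouse has 14 annotated tRNA loci for GlyGCC and 12 for GluCTC, and the values do not tell these loci apart. In GENCODE M21, 5 of the GlyGCC and 3 of the GluCTC loci lie within other annotated genes and the rest lie outside them.

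**Figure D2:**
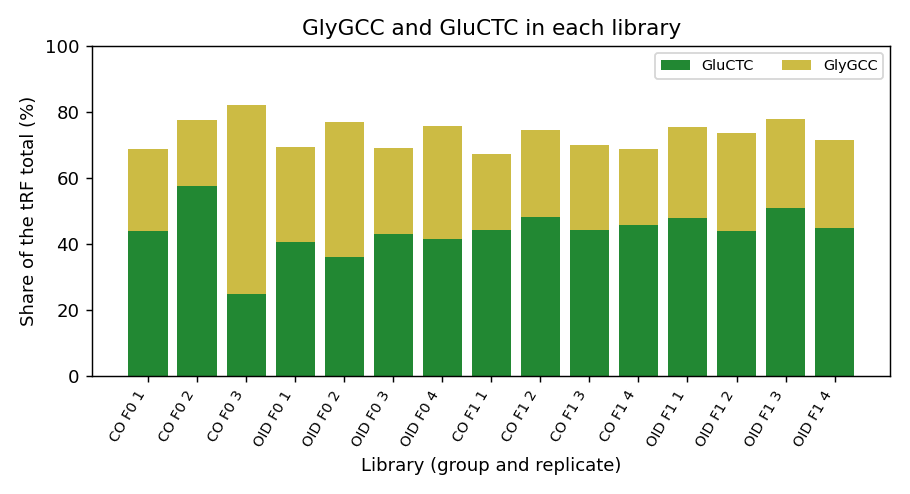
Share of GluCTC and GlyGCC in the summed tRF values of each library (y-axis, percent), with libraries ordered by group (x-axis). The stacked bars reach from 67.2% to 82.0%.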

We also found that consumption of OID altered specific tRFs in both father (Fig. 4c) and sons (Fig. 4d), with five tRFs overlapping between the two generations (Fig. 4e, Fig. S2): Levels of ValTAC and SerCGA were increased while those of ArgCCG, ArgTCG and SeCTCA were decreased in sperm of OID F0 and F1 males compared to CO. 

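After Benjamini-Hochberg adjustment with limma, 0 of the 47 tRFs had an adjusted p under 0.05 in F0 males (lowest adjusted p = 0.0733) and 0 in F1 males (lowest adjusted p = 0.108). At an unadjusted p under 0.05 there were 10 tRFs in F0, 6 higher and 4 lower in OID, and 8 in F1, 3 higher and 5 lower, and 3 of these were shared with the same direction, namely SerCGA, ArgCCG and ArgTCG. This change of threshold moved the counts most among the alternatives. ValTAC had a mean normalized value of 1532 ± 843 (SD, n = 3) in CO F0 and 4839 ± 1336 (SD, n = 4) in OID F0 males, 3.16 times higher, with every OID male above every CO male (limma log2 fold change of 1.75, standard error 0.42, adjusted p = 0.0733; two-sided exact permutation p = 0.0571). In F1 it was 2692 ± 731 (SD, n = 4) in CO and 5204 ± 4112 (SD, n = 4) in OID, 1.93 times higher, but the groups overlapped (log2 fold change of 0.72, standard error 0.44, limma adjusted p = 0.376; exact permutation p = 0.200), and without OID F1 replicate 4 the ratio was 1.18. SerCGA was 2.38 times higher in OID F0 males (log2 fold change of 1.14, standard error 0.36, limma adjusted p = 0.106; exact permutation p = 0.0571) and 1.87 times higher in OID F1 males (log2 fold change of 0.87, standard error 0.37, limma adjusted p = 0.272; exact permutation p = 0.0857), with as few as 1 read in a CO F0 library and 4 in a CO F1 library. ArgCCG was 2897 ± 802 (SD, n = 3) in CO F0 and 1292 ± 166 (SD, n = 4) in OID F0, a ratio of 0.446 (log2 fold change of -1.14, standard error 0.29, limma adjusted p = 0.0733; exact permutation p = 0.0571). In F1 its ratio was 0.494 (limma adjusted p = 0.108; exact permutation p = 0.0286), and in both generations every OID male was below every CO male. ArgTCG had a ratio of 0.450 in F0, with an overlap between groups (log2 fold change of -1.20, standard error 0.42, limma adjusted p = 0.133; exact permutation p = 0.114), and of 0.382 in F1, where all OID males were below all CO males (log2 fold change of -1.29, standard error 0.34, limma adjusted p = 0.108; exact permutation p = 0.0286). Among the alternatives, 1 moved a ratio of these tRFs by more than the spread between males, the rescaling of each library without GlyGCC and GluCTC, which gave 0.355 for ArgCCG in F0. With log2 library depth as a covariate, chosen after the data were seen, the log2 fold change of ArgTCG was -0.48 in F0 and -0.71 in F1 and that of ValTAC was 1.41 in F0 and 0.19 in F1, whereas that of ArgCCG was -1.23 in F0 and -1.27 in F1 and that of SerCGA 1.08 in F0 and 1.26 in F1. SeCTCA had at most 3 reads in each library, so no fold change is given. CO F0 libraries had 1, 2 and 1 reads, OID F0 libraries 2, 2, 1 and 0, CO F1 libraries 3, 0, 2 and 3, and OID F1 libraries 1, 2, 1 and 2. In CO F0 replicate 3, 1 read corresponded to a normalized value of 48.7, and in the deepest library 2 reads corresponded to 0.711. Given the tRF changes in the germline of F1 males and the documented role of tRFs in inheritance, the paper goes on to ask whether a further generation of females inherits the predisposition to breast cancer.

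**Figure D3:**
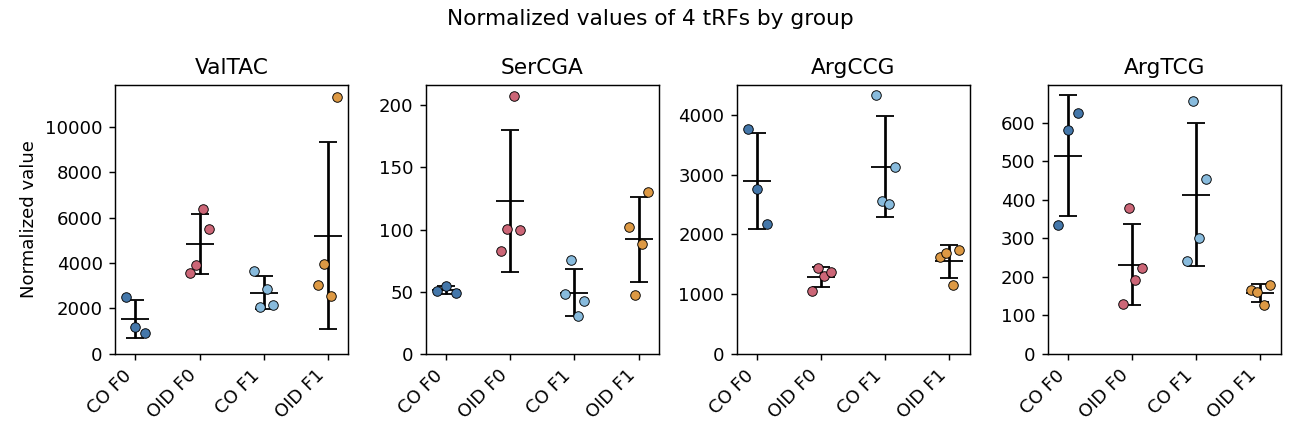
Normalized values (y-axis) of ValTAC, SerCGA, ArgCCG and ArgTCG in the 4 groups (x-axis). Points are males and bars are the mean ± SD. For ArgCCG, OID F0 males lie between 1055 and 1436 and CO F0 males between 2169 and 3757.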

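The table names tRFs by anticodon, and each anticodon whose positions are given below has several loci in GRCm38 (NCBI RefSeq annotation, 1-based positions). ValTAC tRNAs lie on chromosome 19 at 12011931 to 12012003 and 12012266 to 12012338 and on chromosome X at 160766110 to 160766182. SerCGA tRNAs lie on chromosome 13 at 22022419 to 22022500, chromosome 10 at 128458464 to 128458545 and chromosome 11 at 69110919 to 69111000. ArgCCG tRNAs lie on chromosome 11 at 107012866 to 107012938, chromosome 17 at 23550263 to 23550335 and chromosome 13 at 21215458 to 21215530. The 5 ArgTCG loci are on chromosome 13 at 23526456 to 23526528, 21279696 to 21279768 and 23503980 to 23504052, chromosome 11 at 115413779 to 115413851 and chromosome 7 at 79466419 to 79466491. Of these 14 loci, the last overlaps an exon of Gm10616, a transcript still to be experimentally tested according to GENCODE M21, and the others overlap no gene of that annotation. The loci of SeCTCA were not analysed here.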

Because tRFs have been shown to play a role in the regulation of gene expression^3,6^, we then evaluated possible targets of these five tRFs. Putative targets of these five tRFs were significantly enriched for molecular functions related to DNA binding, transcription factor activity, transcriptional regulation, and transmembrane transporters among others (Fig. 4f).

**Figure 4:**
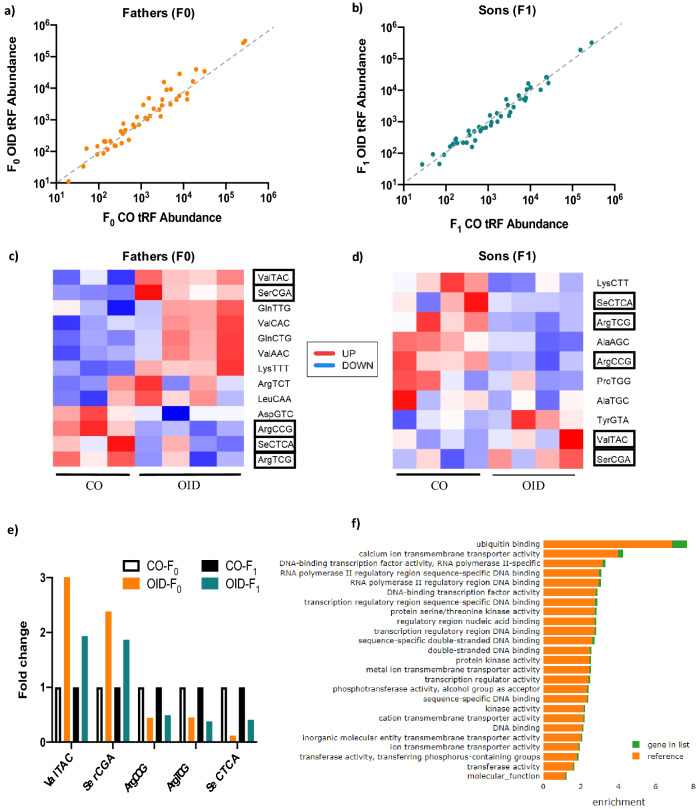
Paternal OID reprograms the sperm small non-coding RNA load in fathers (F0) and sons (F1). (**a**,**b**) Scatterplot of sperm tRNA fragments (tRF) from OID (y-axis) fathers (F0, **a**) and OID sons (F1, **b**) versus their respective controls (CO, x-axis) (n = 3–4/group) assessed by RNA-seq. (**c**,**d**) Heat-map showing differentially expressed tRNA fragments (tRFs) in sperm from OID fathers (**c**) and sons **(d**) compared to CO, highlighting overlapping tRFs in F0 and F1 (boxes). (**e**) Levels (fold change) of the 5 tRFs with overlapping differential expression in both OID fathers(F0) and sons (F1) compared to CO. (**f**) Gene ontology molecular functions significantly enriched in the targets of ValTAC, SerCGA, ArgCCG, ArgTCG and SeCTCA. Heatmaps were created using gplots (v3.1.1) package: https://cran.r-project.org/web/packages/gplots/index.html.

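The 13 tRFs read by eye from the F0 heat-map and the 10 from the F1 heat-map all had a log2 fold change in the direction shown by the paper, SeCTCA with its few reads included. Of the 13 tRFs, 9 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 over the 47 tRFs tested by limma. Adjusted over the 13 alone, 8 were under 0.05, with adjusted p from 0.0203 to 0.410. Of the 10 tRFs in F1, 5 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05, and 2 were under 0.05 when limma's p-values were adjusted over the 10 alone. These lists are the paper's own calls on the same libraries. The changes in F0 included ValAAC, at 3468 ± 1081 (SD, n = 3) in CO and 15574 ± 8981 (SD, n = 4) in OID (log2 fold change of 2.01, standard error 0.54, limma adjusted p = 0.0733), and ValCAC, whose reads closely followed those of ValAAC across libraries (log2 fold change of 1.74, standard error 0.57, limma adjusted p = 0.109). GlnCTG was 2.62 times higher in OID F0 males and LysTTT 2.26 times higher, both without overlap between groups (limma adjusted p = 0.0862 and 0.0733). AspGTC had a ratio of 0.364 without overlap (limma adjusted p = 0.206), and GlnTTG a ratio of 1.99 with overlap. ArgTCT and LeuCAA were 1.41 and 1.57 times higher in OID F0 males, within the spread between males (limma adjusted p = 0.642 and 0.436), and rested on as few as 5 and 3 reads in a CO library. In F1 males, AlaAGC had a ratio of 0.597 with every OID male below every CO male (log2 fold change of -0.75, standard error 0.26, limma adjusted p = 0.247; exact permutation p = 0.0286). LysCTT, ProTGG and AlaTGC had ratios of 0.634, 0.605 and 0.515 and TyrGTA a ratio of 1.61, all with overlapping groups (limma adjusted p = 0.272, 0.411, 0.376 and 0.358). All 4 groups in 1 fit gave an adjusted p under 0.05 for 6 tRFs in F0, namely ValAAC, ValTAC, ValCAC, GlnCTG, LysTTT and ArgCCG, and for 0 in F1.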

### Breast cancer predisposition in OID daughters is transmitted to a second generation

Given the tRF alterations observed in the F1 OID offspring germline and their documented role in the transmission of environmentally induced epigenetic inheritance of disease^3,8^, we then asked whether breast cancer predisposition in OID daughters could be inherited by a second generation of females. To answer this question, we produced the F2 generation by mating F1 male offspring from OID fathers with F1 females from either CO [OIDxCO] or OID [OIDxOID] groups. Similarly, F1 male offspring from CO fathers were mated with F1 females from either the CO [COxCO)] or OID [COxOID] groups. Indeed, we found that the female F2 generation derived from either the F1 OID male and female lineage (OIDxCO and COxOID, respectively) or both (OIDxOID) developed carcinogen-induced mammary tumors that grew significantly faster, compared to COxCO group (*P* < 0.001, Fig. 5a). The incidence of mammary tumors at the end of the monitoring period was also significantly higher in F2 OIDxOID females compared to the COxCO group (*P* = 0.037; Fig. 5b). Tumor latency and tumor mortality rates in the OIDxCO group were slightly shorter than in all other groups, however results did not reach statistical significance (Fig. 5c,d).

**Figure 5:**
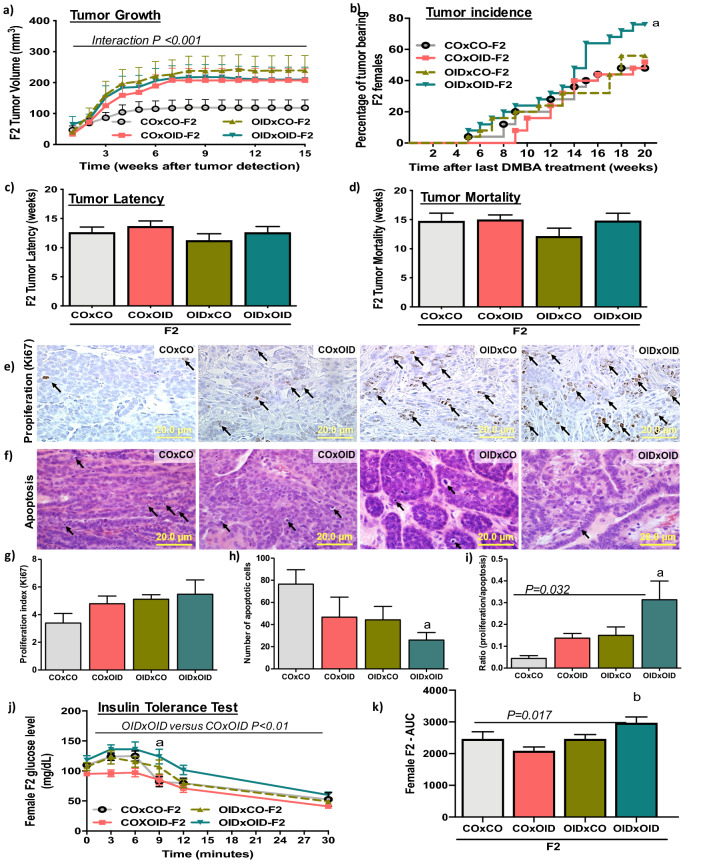
Paternal OID programs breast cancer development and metabolic dysfunction in granddaughters (F2). (**a**–**d**) Carcinogen-induced mammary tumorigenesis in CO and OID female F2 offspring. Mammary tumor growth (volume, mm^3^; **a**), tumor incidence (**b**), tumor latency (**c**) and tumor mortality (**d**) (n = 25/group). Photomicrograph of Ki-67 immunostaining (**e**) (20×, staining indicated by arrows) and apoptotic cells (**f**) (H&E morphological assessment, 20×, cells indicated by arrows). Graphs below show proliferation index (**g**), number of apoptotic cells (**h**), and proliferation/apoptosis ratio (**i**), (**e**–**i**, n = 6/group). Insulin tolerance test (ITT) (**j**) and (**k**) area under curve (AUC) in CO and OID female F2 offspring (n = 8/group). Tumor incidence is shown as percentage of animals with tumors. All other data are mean ± SEM. Significant difference were determined by Kaplan–Meier analysis followed by log-rank test (tumor incidence), repeated measures ANOVA (mammary tumor volume), one-way ANOVA (tumor latency, mortality, proliferation, apoptosis and area under curve), or two-way ANOVA (ITT) followed by post-hoc analysis. “a” indicates statistically significant difference (*P* ≤ 0.05) between OIDxOID and COxCO; “b” indicates statistically significant difference (*P* ≤ 0.01) between OIDxOID and COxOID.

Given the increased tumor growth in the F2 generation derived from the OID lineage (Fig. 5a), we next investigated cell proliferation and apoptosis rates in F2 mammary tumors (Fig. 5e–i.) We observed a non-significant increase in cell proliferation and a decrease in apoptotic indices in F2 females tumors derived from the OID lineage compared to COXCO F2 offspring (Fig. 5g,h). Overall, tumors from OID groups (OIDxCO and COxOID, OIDxOID) also showed significantly higher proliferation/apoptosis ratio (*P* = 0.032; Fig. 5i). Between-group comparisons showed that the OIDxOID group had significantly lower tumor apoptosis levels and higher tumor proliferation/apoptosis ratio compared to the COxCO group (*P* = 0.013 and *P* = 0.004, respectively; Fig. 5h,i).

While all F2 females derived from the OID grand-paternal lineage (COxOID, OIDxCO, OIDxOID) showed higher mammary tumor growth with significantly larger tumors (Fig. 5a) when compared to COxCO, only OIDxOID females developed impaired insulin sensitivity as shown by higher glucose levels in ITT and AUC values (*P* = 0.007, *P* = 0.017, Fig. 5j,k). However, OIDxCO females were significantly heavier overtime compared to all other groups (COxCO, COxOID, OIDxOID, *P* = 0.0004, Fig. S3).

## Discussion

We previously reported that paternal obesity increases tumorigenesis in offspring, including breast cancer in rodent models^15,16,18^. Our findings in this follow-up study suggest that metabolic disturbances in the F1 generation play a key role in the enhanced mammary cell growth observed in offspring of obese fathers and help explain why they are more prone to cancer development. We also report that the paternal obesity leads to higher cancer development in two successive generations of offspring. Transmission of the increased breast cancer phenotype into the F2 generation was associated with epigenetic changes in tRFs in the OID male germline.

In previously published reports, we showed that daughters of obese fathers had both metabolic dysfunction and mammary gland abnormalities^15,16^. Thus, our first aim was to dissect the distinct contributions of the systemic effects and local tissue-confined factors on mammary gland and breast cancer development in daughters of obese fathers. Our results suggest that systemic metabolic changes in OID daughters—likely acting though the mammary stroma— play a larger role than alterations in the mammary epithelium itself. We showed that mammary tissues from CO offspring transplanted into OID daughters acquired a growth advantage compared to those transplanted in CO, suggesting that the stroma in OID females allows for better mammary implantation and growth. Similarly, mammary tumors of CO offspring transplanted into OID daughters showed increased rates of cell proliferation/survival, despite the lack of significant differences in tumor growth between groups. In line with that, studies have highlighted the importance the stroma microenvironment on normal mammary development and malignant transformation of the mammary epithelium^23–26^. It is also well established in epidemiologic studies that metabolic conditions such as obesity, metabolic syndrome and diabetes are important risk factors for breast cancer and other malignancies^27–30^ and data from animal models support those findings in humans^31,32^.

Although we did not directly investigated the molecular mechanisms behind the increased cancer development in the progeny of obese fathers in the current study, it is known that metabolic dysfunction contributes to cancer growth via extrinsic and tumor-intrinsic factors^33^. Indeed, we previously reported that paternal obesity or paternal malnutrition alters the molecular make-up of offspring’s mammary tumors which displayed increased signaling of growth factor and energy sensing pathways and altered amino-acid metabolism^15–18^.

The second aim of our study was to examine whether the offspring’s breast cancer predisposition programmed by paternal obesity could be transmitted to a second generation. We found that breast cancer predisposition observed in OID daughters is passed down to the OID granddaughters either via the F1 male and female germlines or both. Our finding are in agreement with a recent study showing that grand-paternal nutritional status is linked to cancer mortality in grandchildren in human populations^21^. OID granddaughters also developed metabolic dysfunction but only when both their progenitors were children of obese fathers.

We also found that both the F0 and F1 male germline had alterations in tRFs, a class of small non-coding RNAs abundant in sperm, recently shown to transmit environmentally-induced information from one generation to another^7,8^. 

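Over the 47 tRFs, the limma log2 fold changes of OID against CO in F0 and in F1 males were correlated with a Spearman's rho of 0.625 and a Pearson's r of 0.575, and 40 of the 47 had the same direction in both generations. This is a correlation across tRFs, which are not independent replicates. Of the 35 ways of splitting the 7 F0 libraries into 3 and 4, only the real one gave a rho this high against the F1 changes, and the median rho of the splits was -0.0658. Without ValTAC, SerCGA, ArgCCG, ArgTCG and SeCTCA, rho was 0.521 over 42 tRFs, and with SeCTCA alone left out it was 0.612. Leaving out each male in turn gave between 0.525 and 0.704. On the linear scale, which moved rho most, it was 0.773. The interaction of diet and generation, tested with limma over all 4 groups, gave 0 tRFs with an adjusted p under 0.05 (lowest adjusted p = 0.657) and 2 at an unadjusted p under 0.05.

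**Figure D4:**
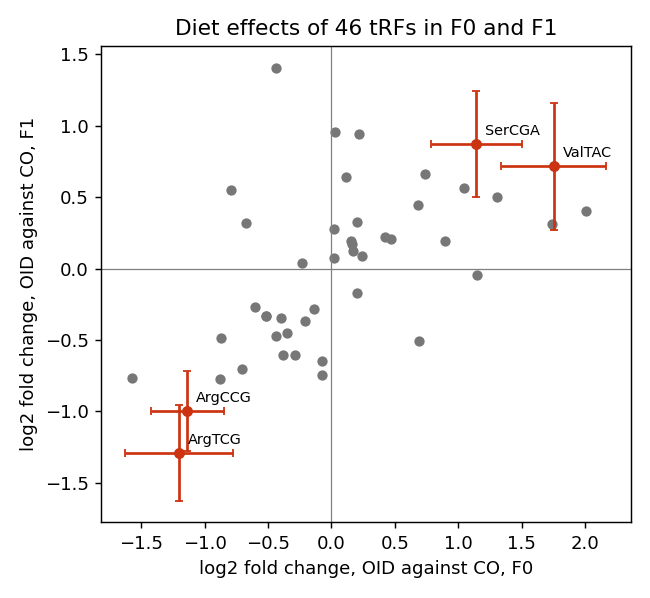
Log2 fold change of OID against CO in F0 (x-axis) and in F1 (y-axis) for 46 tRFs, with SeCTCA left out for lack of reads. The labelled tRFs carry bars of 1 standard error, and SerCGA and ValTAC lie in the upper right and ArgCCG and ArgTCG in the lower left.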

Interestingly, there was an overlap in five tRFs altered in sperm of F1 and F0 males. This suggests either that the F1 male germline is programmed by paternal obesity or that sperm non-coding RNAs are re-set in the F1 generation likely in response to their own metabolic dysfunction. Unfortunately, the inherent scarcity and technical challenges in collecting the female germline prevented us from evaluating its molecular make-up. However, given that both the F1 male and female OID germline were able to transmit the increased predisposition to breast cancer phenotype to a second generation, epigenetic changes in the female germline likely occurred as well.

While details on the functional role of sperm tRFs are still under investigation, these small RNAs have been implicated in different biological processes including regulation of gene expression at the transcriptional, post-transcriptional, and translational level^6,34,35^. Given the short half-life of sperm tRFs, it has been proposed that they act very early in embryonic development post-fertilization, setting a cascade of molecular events which biases cellular programming during subsequent divisions and culminate in disease phenotypes^3,6^. In line with that, our gene ontology analysis of targets of the five overlapping tRFs in OID F0 and F1 males’ sperm showed an enrichment for functions associated with embryonic development including DNA binding, transcription factor activity, transcriptional regulation, and transmembrane transporters. However, whether tRFs altered in OID F0 and F1 males germline play a functional role in breast cancer phenotypes in the F1 and F2 generations remains to be investigated in follow-up studies.

In conclusion, the findings described here build on our previous work and suggest that systemic alterations in offspring of obese fathers play a prominent role in their mammary development and cancer growth. Importantly, the effects of paternal obesity on breast cancer development persist for at least two generations. This evidence for a multigenerational effect on cancer development in our animal model is reinforced by a recent publication showing an association between grandpaternal nutritional status and progeny cancer mortality in human populations^21^. This notion is also supported by our prior findings showing that maternal exposure to an endocrine disruptor or dietary fat can also lead to multigenerational risk of breast cancer through both the male and female germlines in rats^12^. Finally, it is important to note that conditions such as obesity and malnutrition often occur in minorities and disadvantaged populations^36^. Our findings suggest that social determinants of cancer predisposition and outcomes may be imprinted even before birth and can be epigenetically mediated. However, it remains to be determined whether the biological insights uncovered by our study can account for inherited cancer predisposition or cancer disparities in humans.

## Material and methods

### Dietary exposures and breeding

The C57BL/6NTac mouse strain (Taconic BioSciences) was used in all experiments. Male mice were randomly assigned to AIN93G-based diets containing either 17.2% (Control, CO, Envigo-Teklad #TD160018) or 57.1% (Lard-based, Obesity-Inducing-Diet, OID, Envigo-Teklad #TD160019) energy from fat (Diet details in supplementary Table S2, see the section on supplementary data) starting after weaning (3 weeks of age). Males’ body weight was recorded weekly (Fig. S4). At 10 weeks of age, OID-fed and CO-fed F0 male mice were mated with female mice reared solely on the CO diet to generate the F1 generation. Males were kept in female cages for 3 days. Female mice were kept on the CO diet during the breeding period, for the extent of pregnancy (21 days) and after giving birth. The birth weight and number of pups per litter were determined 2 days after birth. To avoid litter-effect, pups were cross-fostered 1 day after dams gave birth. Pups from 2 to 3 dams were pooled and housed in a litter of 8–10 pups per nursing dam. All pups were weaned on postnatal day 21 and fed the CO diet throughout the experiment. Pups body weight was recorded weekly.

To obtain the F2 generation, F1 male offspring from OID fathers were mated with F1 females from either CO [OIDxCO] or OID [OIDxOID] groups. Similarly, F1 male offspring from CO fathers were mated with F1 females from either the CO [COxCO)] or OID [COxOID] groups. No sibling mating was carried out. F1 and F2 generation females from the CO or OID lineages were used to study body weight, metabolic function, mammary tumorigenesis and mammary transplantation, as described in the following sections. The experimental design is shown in Fig. S5.

F1 and F2 litters’ gender distribution and number of offspring used in each experiment are shown in Tables S3 and S4, respectively.

All animal procedures were approved by the Georgetown University Animal Care and Use Committee, and the experiments were performed following the National Institutes of Health guidelines for the proper and humane use of animals in biomedical research. To increase rigor and reproducibility, animals were randomized to each experimental condition/ experiment and studies performed blindly where possible and according to the ARRIVE Essential 10 guidelines.

At the end of the experimental timeline, mice were euthanized by CO_2_ exposure consistent with the recommendations of the Guidelines of Euthanasia (2013) set forth by the American Veterinary Medical Association.

### Metabolic function

Insulin tolerance test (ITT) was performed after the mice fasted for 6 h, according to the method described by Takada et al.^37^. The insulin load (75 mU/100 g body weight) was injected as a bolus, and the blood glucose levels were determined at 0, 3, 6, 9, 12, and 30 min after injection in female offspring. The area under the curve (AUC) was calculated according to the trapezoid rule. Differences in ITT were analyzed using two-way ANOVA (group, time), followed by post-hoc analyses.

### Mammary transplantation

Three-week old F1 female offspring of CO and OID males underwent a mammary gland transplantation surgery as previously described^38,39^. The experimental design is shown in Fig. S6. Females undergoing surgery were anesthetized using isoflurane flowing 3–5% in oxygen (0.5 L/min), and maintained with isoflurane flowing at 1–3%. At the end of the procedure, before discontinuing the inhalation-anesthesia, the animal was injected s.c. with the analgesic buprenorphine (0.5 mg/kg). A second dose of buprenorphine was injected 6–8 h after the first dose. Animals were checked daily thereafter for a week.

Before transplantation, the 4th inguinal mammary gland of host females was cleared from their endogenous epithelium by removing the fat pad of the 4th gland up to its proximal lymph node. Special care was taken to cut off the connection between the 4th and 5th mammary glands to ensure complete clearing of the 4th mammary fat pad and to avoid later epithelial contamination from the 5th mammary gland. The excised fat pad containing the epithelial cells were stained with carmine aluminum solution to check cleared margins.

For transplantation, the donor fat pad containing the epithelial cells was excised and divided into small pieces (1 mm^3^) and placed into a tissue-culture plate containing DMEM/F12 to keep it moist. Mammary tissue fragments of the donor mouse, either CO or OID F1 female offspring, were then implanted into a pocket made in the cleared fat pad of the host (CO or OID). The skin incision was closed with surgical wound clips. The transplantations were performed from CO female offspring donors to both CO [CO(CO-MG)] and OID [OID(CO-MG)] female offspring hosts, as well as from OID female offspring donors to CO [CO(OID-MG)] female offspring hosts. Mammary glands transplants were collected approximately 10 weeks post-surgery and used for analysis of epithelial branching density, epithelial elongation and number of Terminal End Buds (TEBs) as described in the next sections.

### Transplanted mammary gland growth and development

Transplanted mammary glands collected approximately 10 weeks post-surgery were stretched onto a slide, placed in a fixative solution and stained with a carmine aluminum solution (Sigma Chemical Co.) as previously described^40^. Whole mounts were examined under the microscope (AmScope) for ductal elongation and number of TEBs (undifferentiated structure considered to be the targets of malignant transformation), as previously described^40^. Whole-mount slides were also photographed (Olympus SZX12 250 Stereomicroscope), digitized and analyzed. Briefly, the portion surrounding the glandular epithelium was removed, color channels separated, and noise removed. The images were thresholded and skeletonized. Then, mammary epithelial area and branching (sum of intersections) were measured by Sholl analysis, a plugin ImageJ software (National Institute of Health, Bethesda, MD, USA) as previously described^41^. Once morphological analyses were completed, mammary whole mounts were removed from the slide, embedded in paraffin, sectioned (5 µm)^42^ and prepared for either hematoxylin and eosin (H&E) or ki-67 staining as described below. Differences between groups were analyzed using one-way ANOVA, followed by post-hoc analyses.

### Mammary tumor induction

Mammary tumors were induced in F1 an F2 female offspring by administration of medroxyprogesterone acetate (MPA; 15 mg/100 µl, subcutaneously) to 6 weeks of age female offspring, followed by 3 weekly doses of 1 mg 7,12-dimethylbenz[a]anthracene (DMBA; Sigma, St. Louis, MO) dissolved in peanut oil by oral gavage^43^. Tumors were detected by palpation once per week, starting at week 2 after the last dose of DMBA. Tumor growth was measured using a caliper, and the width and height of each tumor were recorded.

In the F1 generation, mammary tumors were harvested when reaching approximately 40 mm^2^ in volume and used for mammary tumor transplantation surgery, as described in the next section. In the F2 generation, tumor development was monitored for a total of 20 weeks post-DMBA administrations. Animals in which tumor burden reached approximated 10% of total body weight were euthanized before the end of the monitoring period, as required by our institution. Tumor growth was analyzed using two-way ANOVA (group and time), followed by post-hoc analyses. Kaplan–Meier survival curves were used to compare differences in tumor incidence, followed by the log-rank test. Differences in tumor latency and mortality were analyzed using two-way ANOVA.

All DMBA-induced tumors in F1 and F2 females were blindingly evaluated by a consultant pathologist, Dr. Susana Galli. Only mammary carcinomas were included in the final analysis or used in mammary tumor transplantation below.

### Mammary tumor transplantation

CO and OID F1 female offspring underwent a mammary tumor transplantation surgery at approximately 11 weeks of age. Females undergoing this procedure were anesthetized and treated with and analgesic post-surgery as described under the *Mammary Transplantation* section. Briefly, carcinogen-induced mammary tumor fragments (1 mm^3^) of a donor mouse, either CO or OID offspring, were implanted into a pocket made in the mammary fat pad of the host (CO or OID). The experimental design is shown in Fig. S6. Mammary tumors grown from the transplants were collected approximately 6–8 weeks post-surgery. Differences between groups were analyzed using one-way ANOVA, followed by post-hoc analyses.

### Analysis of cell proliferation

Cell proliferation (Ki-67) was evaluated by immunohistochemistry in F1 mammary gland and mammary tumors transplants as well as F2 mammary tumors. Briefly, tissues were fixed in 10% buffered formalin, embedded in paraffin, and sectioned (5 µm). Sections were deparaffinized with xylene and rehydrated through a graded alcohol series. Antigen retrieval was performed by immersing the tissue sections at 98 °C for 40 min in 1× Diva Decloaker (Biocare). Tissue sections were treated with 3% hydrogen peroxide and 10% normal goat serum for 10 min and were incubated with the primary antibody, overnight at 4 °C. After several washes, sections were treated to the appropriate HRP labeled polymer for 30 min and DAB chromagen (Dako) for 5 min. Slides were counterstained with Hematoxylin (Fisher, Harris Modified Hematoxylin), blued in 1% ammonium hydroxide, dehydrated, and mounted with Acrymount. The sections were photographed using an Olympus IX-71 Inverted Epifluorescence microscope at 40× magnification. Proliferation index (Ki-67 staining) was determined by immunoRatio, a plugin Image J software (National Institute of Health, Bethesda, MD, USA), to quantify hematoxylin and DAB-stained cells. Differences between groups were analyzed using one-way ANOVA, followed by post-hoc analyses.

### Analysis of cell apoptosis

Cell apoptosis analysis was performed in F1 transplanted mammary glands and tumors and F2 mammary tumors by morphological detection. Tissues were fixed in neutral buffered 10% formalin, embedded in paraffin, sectioned (5 µm) and stained with hematoxylin and eosin (H&E). Cells presenting loss of adhesion between adjacent cells, cytoplasmic condensation and formation of apoptotic bodies were considered apoptotic as described before^44^. Sections were photographed using an Olympus IX-71 Epifluorescence microscope at 40× magnification. Twenty areas were photographed randomly, and the number of apoptotic bodies counted. Images were evaluated with ImageJ software (NIH, USA). Differences between groups were analyzed using one-way ANOVA, followed by post-hoc analyses.

### Mature spermatozoa collection and purification

CO and OID-fed males (F0) and their male offspring (F1) were euthanized and their caudal epididymis dissected for sperm collection. The epididymis was collected, punctured, and transferred to tissue culture dish containing M2 media (M2 Medium-with HEPES, without penicillin and streptomycin, liquid, sterile-filtered, suitable for mouse embryo, Sigma, product #M7167) where it was incubated for 1 h at 37 °C. Sperm samples were isolated and purified from somatic cells. Briefly, the samples were washed with PBS, and then incubated with SCLB (somatic cell lysis buffer, 0.1% SDS, 0.5% TX-100 in Diethylpyrocarbonate water) for 1 h. SCLB was rinsed off with 2 washes of PBS and the somatic cell-free purified spermatozoa sample pelleted and used for RNA extraction.

### Small RNA-seq and gene ontology (GO) analyses

Total RNA was isolated from sperm using Qiagen’s miRNeasy extraction kit, according to the manufacturer’s instructions. One hundred ng of column-purified sperm RNA was used to prepare individually barcoded small-RNA libraries. Samples were barcoded, pooled, precipitated and separated on a 15% polyacrylamide gel (PAGE). The gel was stained with SYBR gold dye and the small non-coding RNA segment corresponding to transfer RNA fragments or tRFs (30–45 nucleotides) excised and purified using a cDNA library preparation method described previously^45^. This library preparation method was demonstrated to be highly reproducible using total RNA with RNA Integrity Numbers as low as 2.0^45^. Indexed, single-ended small-RNA sequencing libraries were prepared. For each individual barcoded library, at least 10 million reads (raw data) were generated using an Illumina Hi-Seq 2500. The raw reads were subjected to 3′ adapter trimming and low quality filtering using Trimmomatic program^46^. The high quality clean reads (Data quality control is shown in Fig. S7) were aligned to the mouse genome. tRFs tags were mapped to the mouse genome (GRCm38/mm10 reference genome) in order to analyze their genomic distribution and expression in the different sperm RNA samples. Two different types of reads that were generated during the alignment process: unique reads and shared reads. We calculated weighted reads based on these two reads by using the following formula "weighted reads = unique reads + alignment score % * shared reads". (Alignment score quantifies the similarity between two sequences). The weighted reads were used for all downstream analysis as raw reads for each tRNA. Small RNA tags were annotated and aligned to known t-RNA sequences using Ref-seq, GenBank and Rfam database using blastn with standard parameters. To analyze the differential expression of tRFs between CO and OID groups, tRFs were normalized to TPM (Transcripts Per Kilobase Million). tRFs with a P value less than 0.05 were considered significant, with an appropriate correction for multiple testing^47^. Target genes for the 5 overlapping tRFs in OID F0 and F1 males were predicted using TargetScan Mouse custom seedmatch and modified miRanda algorithm (energy ≤ − 20 and score ≥ 150). The common predicted genes were then uploaded to PANTHER 15.0 for GO term and pathway analysis, final lists were filtered by FDR < 0.25.

### Ethics approval

All animal procedures were approved by the Georgetown University Animal Care and Use Committee (protocol # 2016-1172), and the experiments were performed following the National Institutes of Health guidelines for the proper and humane use of animals in biomedical research.

## Supplementary Information

Supplementary Information

## Data Availability

The small RNA-seq data has been deposited in GEO (Gene Expression Omnibus) database with accession code GSE161831.

## Abbreviations

AUC: Area under the curve
BRCA: Breast Cancer gene
CO: Control diet
DMBA: 7,12 Dimethylbenz[a]anthracene
F0: Parental generation
F1: First filial generation
F2: Second filial generation
GO: Gene ontology
H&E: Hematoxylin and eosin
ITT: Insulin tolerance test
MPA: Medroxyprogesterone acetate
OID: Obesity-inducing diet
SCLB: Somatic cell lysis buffer
TEBs: Terminal end buds
tRFs: tRNA-derived fragments
OID daughters/females: Daughters of OID fed males (daughers were kept in control chow throughout the study)
CO daughters/females: Daughters of CO diet fed males
[CO(CO-MG)]: Mammary gland from F1 CO female offspring transplanted into CO female offspring
[CO(OID-MG)]: Mammary gland from F1 OID female offspring transplanted into CO female offspring
[OID(CO-MG)]: Mammary tumor from F1 CO female offspring transplanted into OID female offspring
[CO(OID.T)]: Mammary tumor from F1 OID female offspring transplanted into CO female offspring
[CO(CO.T)]: Mammary tumor from F1 CO female offspring transplanted into CO female offspring.
[OID(CO.T)]: Mammary tumor from F1 CO female offspring transplanted into OID female offspring.
COxCO: Granddaughters of CO diet fed males
OIDxCO: Granddaughters of OID fed males through the male germline
COxOID: Granddaughters of OID fed males through the female germline
OIDxOID: Granddaughters of OID fed males through both the male and female germlines

# Supplementary material for: Systemic alterations play a dominant role in epigenetic predisposition to breast cancer in offspring of obese fathers and is transmitted to a second generation
**Source:** Sci Rep. 2021 Apr 1;11:7317. doi: 10.1038/s41598-021-86548-w
**Supplement:** Supplementary file 1 — Supplementary Information

**SUPPLEMENTARY INFORMATION FOR:**

**Systemic alterations play a dominant role in epigenetic predisposition to breast cancer in offspring of obese fathers and is transmitted to a second generation**

**Camile C. Fontelles^1^, Raquel Santana da Cruz^1^, Alexandra K. Gonsiewski^1^, Ersilia Barin^1^, Volkan Tekmen^1^, Lu Jin^1^, M. Idalia Cruz^1^, Olivier Loudig^1,2^, Anni Warri^3^* and Sonia de Assis^1^***

**Supplementary Figures Legends**

**Figure S1: OID and CO F1 generation offspring’s body weight at different stages of life**. Birth (**a**), weaning (**b**), and longitudinal body weight in female (n=25/group) (**c**) and male (n=34-43/group) (d) F1 generation offspring from fathers fed with CO and OID diets. The data are expressed as mean ± SEM. Significant differences versus the control group were determined by two-way followed by post-hoc analysis. *P≤0.05; **P≤0.01; ***P≤0.001.

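As a percentage of the tRF reads of a library, ValTAC was 0.246% ± 0.190 (SD, n = 3) in CO F0, 0.683% ± 0.369 (SD, n = 4) in OID F0, 0.431% ± 0.0901 (SD, n = 4) in CO F1 and 0.776% ± 0.647 (SD, n = 4) in OID F1 males. These differences were within the spread between males (two-sided exact permutation test, p = 0.114 in F0 and p = 0.371 in F1). SerCGA was 0.00755% ± 0.00190 (SD, n = 3) in CO F0, 0.0182% ± 0.0143 (SD, n = 4) in OID F0, 0.00782% ± 0.00269 (SD, n = 4) in CO F1 and 0.0133% ± 0.00525 (SD, n = 4) in OID F1 males (exact permutation p = 0.114 in F0 and p = 0.0857 in F1). ArgCCG was lower in OID, at 0.447% ± 0.228 (SD, n = 3) against 0.176% ± 0.0560 (SD, n = 4) in F0 and 0.508% ± 0.135 (SD, n = 4) against 0.226% ± 0.0463 (SD, n = 4) in F1 (exact permutation p = 0.0571 and p = 0.0286, the smallest that these numbers of males allow). ArgTCG was 0.0724% ± 0.0104 (SD, n = 3) against 0.0295% ± 0.00951 (SD, n = 4) in F0 and 0.0678% ± 0.0311 (SD, n = 4) against 0.0230% ± 0.00390 (SD, n = 4) in F1, with the same exact permutation p-values. The 95% Wilson intervals, which cover counting error only, were compared in all pairs of a CO and an OID library, 12 in F0 and 16 in F1. For ArgCCG the OID interval lay below the CO interval in 10 pairs in F0 and 16 in F1, and for ArgTCG in 11 and 16. For SerCGA it lay above in 5 pairs in F0 and 8 in F1 and below in 0. For ValTAC it lay above in 10 pairs and below in 1 in F0, and above in 9 and below in 5 in F1. SeCTCA was between 0 and 3 reads in each library. The smallest percentage that 3 reads can show was 0.0167% in the shallowest CO F0 library and 5.59e-05% in the deepest OID F0 library, and the SeCTCA percentages were at or below this limit in each library.

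**Figure D5:**
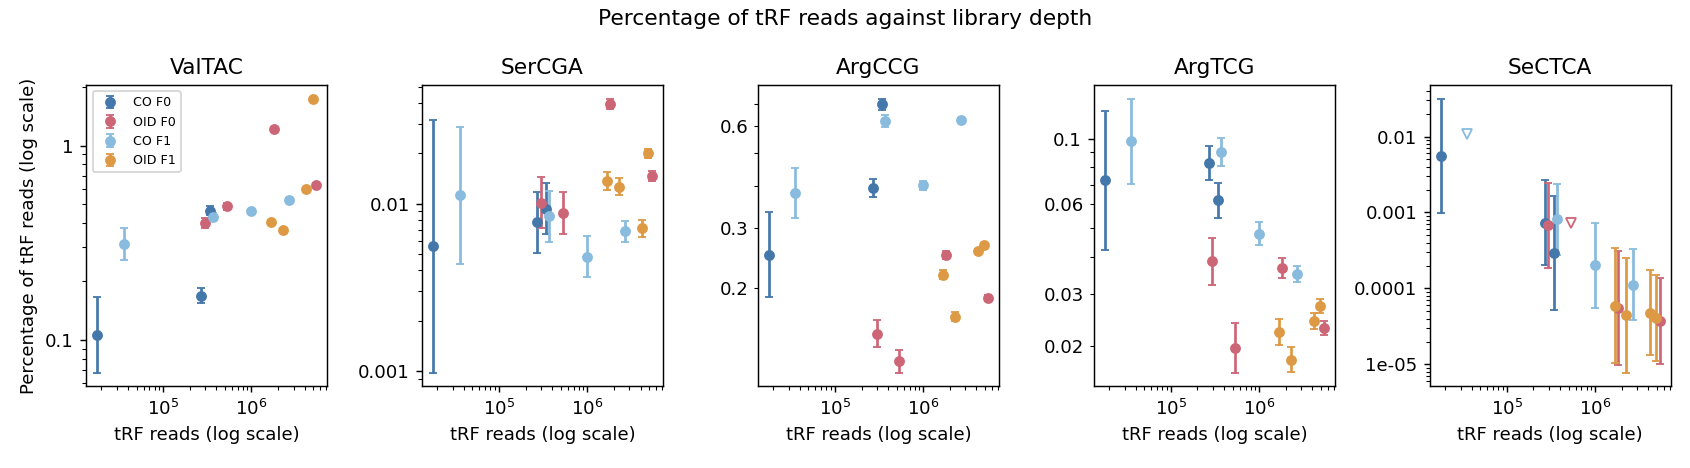
Percentage of tRF reads (y-axis, log scale) of 5 tRFs against the tRF reads of the library (x-axis, log scale). Points are libraries, bars are 95% Wilson intervals from the read counts, and open triangles mark the upper limit where 0 reads were found. SeCTCA rests on at most 3 reads and its percentage falls as the depth of the library rises.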

**Figure S2: Paternal OID reprograms the sperm small non-coding RNA load in fathers (F0) and sons (F1).** Levels (percentage reads) of the 5 tRFs with overlapping significant differential expression in both OID fathers(F0) and sons (F1) compared to CO (n=3-4/group).

**Figure S3:** **OID and CO F2 generation offspring’s body weight at different stages of life**. Birth (**a**)and weaning (**b**) of male and female offspring; Longitudinal body weight (**c**) of female F2 offspring (n=25/group). The data are expressed as mean ± SEM. Significant differences were determined by two-way ANOVA followed by post-hoc analysis. “a” indicates statistically significant difference (P≤0.05) between OIDxCO and COxCO group; “b” indicates statistically significant difference (P≤0.05) between OIDxCO and OIDxOID; “c” indicates statistically significant difference (P≤0.05) between OIDxCO and COxCO, OIDxCO and OIDxOID.

**Figure S4:** **Paternal (male F0) body weight gain:** Longitudinal body weight in control (CO, n=12) and obesity-inducing diet (OID, n=11) fed male mice sires (F0). The data are expressed as mean ± SEM. Significant differences versus the control group were determined by two-way ANOVA followed by post-hoc analysis. *P≤0.05; **P≤0.01; ***P≤0.001

**Figure S5:** **Breeding scheme to produce the F1 and F2 generations:** Male mice were fed the experimental diets [control (CO) or obesity-inducing diet (OID)] from 3 to 10 weeks of age. CO diet or an OID diet-fed male mice (**F0**) were mated with female mice that were reared on a CO diet only. The resulting male and female offspring (**F1**) were used to produce the **F2** generation. No sibling mating was carried out.

**Figure S6:** **Mammary transplantation study design:** **a**) CO diet or an OID diet-fed male mice (F0) were mated with female mice (F0) that were reared on a CO diet only. F1 females, which consumed only CO diet, were submitted to either a **Mammary Transplantation** (M.T.) or to a **Tumor Transplantation** (T.T.). **b**) For the M.T., female recipients (from both CO and OID groups) had their 4th inguinal mammary gland removed (1) and later received a mammary gland transplant (colored circles) (2) from either a donor from the same group or from the opposite group. **c**) For the T.T., female donors received 7,12-dimethylbenz[a]anthracene (DMBA) to induce mammary tumors. Later, female recipients (from both CO and OID groups) received, in their 4th inguinal mammary gland, a tumor transplant (colored triangles) from either a donor from the opposite or from the same group.

**Figure S7: Small RNA-seq data quality control measures.** Per base sequence quality whisker plot: distribution of quality of bases for raw RNA-seq data using FastQC. Each plot represents a CO or OID sperm sample from the F0 (**a**, fathers) or F1 (**b**, sons) generations.  Lower quality reads were trimmed before analysis.

**Supplementary Figures and Tables**

**Figure S1**

**Figure S2**

**Figure S3**

**Figure S4**

**Figure S5**

**Figure S6**

**a)**

**b) Figure S7**

**Table S1:** Mammary gland development in 3-week old female offspring of CO and OID male mice.

| **Parameters** | **CO** | **OID** |
| --- | --- | --- |
| **Epithelial Branching** | 2.0±0.3 | 2.6±0.4 |
| **Number of TEBs** | 5.4±1.0 | 6.0±1.0 |
| **Epithelial Elongation (cm)** | 0.30±0.03 | **0.41±0.03*** |

All data are mean ± SEM (n=6/group). *P≤0.05 by t-test.

**Table S2:** Composition of the experimental diets

| *Ingredients* | *g/kg* | |
| --- | --- | --- |
|  | **Control (CO)**  **TD.160018** | **Obesity-inducing diet (OID)**  **TD.160019** |
| Casein | 200.0 | 288.0 |
| L-Cystine | 3.0 | 2.0 |
| Corn Starch | 397.386 | - |
| Maltodextrin | 132.0 | 150.45 |
| Sucrose | 100.0 | 142.0 |
| Corn Oil | 50.0 | 50.0 |
| Lard | 20.0 | 280.0 |
| Cellulose | 50.0 | 20.0 |
| Mineral Mix, AIN-93-MX (94046) | 35.0 | 49.7 |
| Vitamin Mix, AIN-93-VX (94047) | 10.0 | 14.2 |
| Choline Bitartrate | 2.50 | 3.55 |
| TBHQ, antioxidant | 0.014 | - |
| Food Coloring | 0.1 | 0.1 |
| % protein by weight **(% kcal**) | 17.7 (**18.8**) | 25.3 (**19.3**) |
| % carbohydrate by weight (**% kcal**) | 60.1 (**63.9**) | 31.0 (**23.6**) |
| % fat by weight (**% kcal**) | 7.2 (**17.2**) | 33.3 (**57.1**) |
| **Kcal/g** | **3.8** | **5.2** |

**Table S3:** Proportion of female and male offspring in CO and OID litters.

| **Generation** | **Group** | **Female** | **Male** |
| --- | --- | --- | --- |
| **F1** | **CO** | 0.57±0.2 | 0.43±0.1 |
|  | **OID** | 0.49±0.2 | 0.51±0.2 |
| **F2** | **COxCO** | 0.57±0.5 | 0.43±0.4 |
|  | **COxOID** | 0.45±0.6 | 0.55±0.4 |
|  | **OIDxCO** | 0.52±0.4 | 0.48±0.4 |
|  | **OIDxOID** | 0.56±0.6 | 0.44±0.5 |

All data are mean ± SEM.

**Table S4:** Number of offspring and number of contributing fathers per experiment.

| **Samples** | **Assay** | **Group** | **Father** | **Female** |
| --- | --- | --- | --- | --- |
| **F1 offspring** | **Insulin Tolerance Test** | **CO** | 5 | 6 |
|  |  | **OID** | 4 | 6 |
| **Mammary gland transplantation of female F1 offspring** | **Mammary gland development** | **CO(CO)** | 5 | 5 |
|  |  | **CO(OID)** | 6 | 9 |
|  |  | **OID(CO)** | 10 | 12 |
| **Mammary tumor transplantation of female F1 offspring** | **Tumorigenesis** | **CO(CO)** | 7 | 10 |
|  |  | **CO(OID)** | 7 | 12 |
|  |  | **OID(CO)** | 6 | 18 |
|  | **Ki67** | **CO(CO)** | 5 | 5 |
|  |  | **CO(OID)** | 4 | 5 |
|  |  | **OID(CO)** | 4 | 9 |
|  | **Apoptosis** | **CO(CO)** | 4 | 5 |
|  |  | **CO(OID)** | 3 | 3 |
|  |  | **OID(CO)** | 6 | 11 |
| **F2 offspring** | **Ki67** | **COxCO** | 5 | 6 |
|  |  | **COxOID** | 6 | 6 |
|  |  | **OIDxCO** | 4 | 6 |
|  |  | **OIDxOID** | 4 | 6 |
|  | **Apoptosis** | **COxCO** | 5 | 6 |
|  |  | **COxOID** | 6 | 6 |
|  |  | **OIDxCO** | 4 | 6 |
|  |  | **OIDxOID** | 4 | 6 |
|  | **Insulin Tolerance Test** | **COxCO** | 5 | 8 |
|  |  | **COxOID** | 6 | 8 |
|  |  | **OIDxCO** | 4 | 8 |
|  |  | **OIDxOID** | 4 | 8 |
|  | **Tumorigenesis** | **COxCO** | 10 | 25 |
|  |  | **COxOID** | 10 | 25 |
|  |  | **OIDxCO** | 10 | 25 |
|  |  | **OIDxOID** | 7 | 25 |

How the deposited data were processed for this re-analysis (not part of the article)

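Sperm small RNA of 15 mice was analysed: 3 CO F0, 4 OID F0, 4 CO F1 and 4 OID F1 males. Group and replicate number were taken from the sample labels, which match the groups of the paper. The replicate numbers 1 to 3 recur in each group, and number 4 in all groups but CO F0. The labels and the paper do not say that males with the same number are related, so they were not used as pairs in the main comparisons. The deviations from the group means of same-numbered males had a mean correlation of 0.0593 in F0 and 0.0277 in F1.

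The authors trimmed reads with Trimmomatic, aligned them to GRCm38/mm10, annotated tRNAs with blastn, weighted shared reads by the alignment score, and normalized the result to what the paper calls TPM. The deposited values are a normalized signal per tRF and library: reads divided by 1 size factor per library, plus 0.5. The size factor of the miRNA and mature tRNA entries differed from that of the tRFs, by 0.196 to 4.45 times, so values were compared only within the 47 tRFs. The 4 mature tRNA entries were not used, and the 164 miRNAs were used only to count reads. Because 1 library summed to more than 1000000, the values were not treated as TPM.

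The reads behind each value were recovered by searching for the largest step of which all values of a library are whole multiples. The search was tested on 300 simulated libraries with 47 tRFs each and recovered the reads of 300. All 705 tRF values (100%) came out whole. Depth ranged from 17966 to 5363471 tRF reads per library. Intervals of single shares are 95% Wilson intervals, and the floor of a library is 3 reads. These cover counting error only, since reads without molecular identifiers are not independent molecules. The recovered reads are also weighted, so a read shared between tRNAs may count on several tRFs.

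Group comparisons used limma 3.58.1 in R 4.3.3 (lmFit and eBayes without a trend) on log2 of the normalized value + 1, over the 2 groups compared, with Benjamini-Hochberg adjustment over the 47 tRFs and a threshold of 0.05. A fold change on this scale understates the change of tRFs with low values. The interaction of lineage diet and generation was fitted over all 4 groups. The paper's text does not name its test. Single values were compared with two-sided exact permutation tests (scipy 1.17.1). On 50 simulated data sets with 10 of 47 tRFs changed by 2 on the log2 scale, the model recovered 72.0% of the changed tRFs in the F0 design and 93.6% in the F1 design at an adjusted p under 0.05, with 0.52 and 0.66 unchanged tRFs called per data set. The changed tRFs were drawn from those with at least 1 expected read in the shallowest library. Most log2 fold changes seen here were smaller, such as -1.14 in F0 and -1.00 in F1 for ArgCCG. Smaller changes were not simulated, so these rates do not give the power to find them.

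Named tRFs are those named in the text or in Fig. 4c,d of the paper, those called in both generations, and in each comparison the 3 called tRFs with the largest absolute log2 fold change among those without overlap between groups. No tRF met the last 2 criteria. Positions of tRNA loci are from NCBI RefSeq on GRCm38 and were set against GENCODE M21. No fold change is given for SeCTCA, which had 3 reads or fewer in all libraries.

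Alternatives set before the data were examined were pseudocounts of 0.1 and 10, a minimum mean value of 100, all 4 groups in 1 fit, rescaling without GlyGCC and GluCTC, median of ratios scaling, an intensity trend, the unadjusted p, the linear scale, the replicate number as a block, each male left out in turn, the share of summed values, and ratios of geometric means or medians. Those added after the data were seen were limma-voom on the recovered reads, log2 library depth as a covariate, libraries with at least 100000 tRF reads, subtraction of the offset of 0.5, and tRFs with at least 10 reads in every library compared. Negative binomial count models, set as a conditional alternative, were not run. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.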

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

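All results below were looked for after the comparisons of the paper, and the weighing of each was chosen after its value was seen. Of 66 groups of 4 libraries tested for a library far from the others, 5 had one, where chance gives about 3.3.

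In OID F0 males, AspGTC was far lower in replicate 2 than in the other 3 libraries (1160 against 5303 to 5694), and this gap took up 0.955 of the range of the log2 values. In CO F1 males, AspGTC was far higher in replicate 1 (0.839 of the range). AspGTC also had the steepest relation of reads to depth within groups, with a slope of 1.55 where 1 is expected if reads follow depth. OID F0 replicate 2 is the shallowest library of its group and CO F1 replicate 1 the deepest of its group, so an effect of depth on AspGTC cannot be told apart from a difference between males. With log2 library depth as a covariate, the log2 fold change of AspGTC in F0 was -2.67, against -1.57 without it, so depth may contribute to the spread of this tRF but it did not account for the difference between diets. No biological explanation for the single males was tested.

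ArgTCT was far higher in CO F1 replicate 2 than in the others of its group (0.879 of the range). This library held 35677 tRF reads and 14 ArgTCT reads, so the value rests on few reads. LysTTT was far higher in OID F1 replicate 3 (0.885 of the range), and ArgCCG far lower in the same library (0.830 of the range). It held 25035 LysTTT and 3717 ArgCCG reads, so counting error does not account for either. With each OID F1 male left out in turn, no tRF reached an adjusted p under 0.05 in limma. No explanation of these values was tested.

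Among the 27 tRFs outside the paper's lists, with GlyGCC and GluCTC also left out since the paper names them, 1 was higher in every OID F1 male than in every CO F1 male, GlyACC, which was chosen after its values were seen. Chance gives 1.43% of tRFs. Its log2 fold change was 0.96 (standard error 0.44, limma adjusted p = 0.272). It rested on 19, 0, 8 and 2 reads in CO and 19, 35, 19 and 45 reads in OID libraries, with normalized values of 5.42, 0.5, 5.55 and 3.23 in CO and 8.86, 6.03, 6.36 and 6.46 in OID. At these reads the difference cannot be told apart from counting error. In F0, 0 of the 27 were higher in every OID male. In the other direction, 3 of the 27 were lower in every OID F0 male than in every CO F0 male (LeuCAG, ProAGG and ProCGG) and 1 in F1 (PheGAA), also named after their values were seen, where chance gives 2.86% of tRFs in F0 and 1.43% in F1. Their log2 fold changes were -0.79, -0.14, -0.21 and -0.61 (limma adjusted p = 0.162, 0.790, 0.626 and 0.272). No explanation of these was tested.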

How the results depend on the processing

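Of the choices tried, the ones that changed a count were these. With all 4 groups in 1 fit, 6 tRFs had an adjusted p under 0.05 in F0 in place of 0. Limma-voom on recovered reads gave 5 (ValAAC, ArgCCG, GlnCTG, LysTTT and ValTAC), and a filter of at least 10 reads in every library gave the same 5. Both were chosen after the data were seen. Taking an unadjusted p under 0.05 gave 10 tRFs in F0, 8 in F1, 3 in both generations and 1 between CO F0 and CO F1. Across the fits that each left out one replicate, counts went from 0 to 2 in F0 and from 0 to 1 in F1. The cause of these changes was not tested. Every other alternative gave 0 tRFs in F0, in F1 and in both generations. In F0, the lowest adjusted p was 0.0733 in the main comparison.

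With the replicate number as a block, 0 tRFs passed in F0 (8 at an unadjusted p under 0.05) and 0 in F1 (8 at an unadjusted p under 0.05). The mean correlation of same-numbered males was 0.0593 in F0 and 0.0277 in F1, against -0.0184 and -0.0122 for other pairs. Between CO F0 and CO F1 the replicate block gave 1 tRF, SeCTCA, which rests on at most 3 reads per library.

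Of the 100 values of the 8 ratios of ValTAC, SerCGA, ArgCCG and ArgTCG, 99 moved by less than the spread between males and 1 by more, ArgCCG in F0 with GlyGCC and GluCTC left out (0.355). This rescaling moved the median log2 fold change of all tRFs in F0 from 0.02 to -0.42 and in F1 from 0.08 to 0.12. None reversed. Of 422 values of the log2 fold changes of the paper's listed tRFs, SeCTCA left out, 0 reversed and 20 passed the threshold where the main comparison did not. Over all alternatives, the correlation of the effects was between 0.525, with CO F1 replicate 4 left out, and 0.773, on the linear scale. Among the alternatives that left out no male, the lowest was 0.619, with the replicate number as a block. The differences in the share of GlyGCC and GluCTC kept their direction.

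Negative binomial count models and the share over nuclear tRFs only (no mitochondrial tRFs are listed) were not run. Depth limits SeCTCA, whose reads cannot show a difference, and SerCGA in CO F0 replicate 3, which had 1 read.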

Differences from the paper's values

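The F0 heat-map of the paper shows about 13 tRFs (Fig. 4c, counted by eye) and the F1 heat-map about 10 (Fig. 4d, counted by eye), against 0 and 0 with an adjusted p under 0.05 in limma. For both generations together the paper's value is 5 tRFs, against 0 here. Among the alternatives set before the data were examined, an unadjusted p under 0.05 gave 10 tRFs in F0 and 8 in F1, within 1.5 times of the paper's numbers, and the other alternatives were further away. For the tRFs in both generations, none of these alternatives closed the gap, the nearest being 3 at an unadjusted p under 0.05.

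Some settings called tRFs that the paper calls and the main comparison does not. All 4 groups in 1 fit called ValTAC, ArgCCG, ValAAC, ValCAC, GlnCTG and LysTTT in F0. Leaving out CO F0 replicate 1 called ValTAC, and leaving out OID F0 replicate 3 called GlnCTG and ValAAC. Leaving out CO F1 replicate 1 called ArgTCG in F1. Limma-voom on recovered reads and a filter of at least 10 reads in every library, both chosen after seeing the values, each called ValTAC, ArgCCG, ValAAC, GlnCTG and LysTTT in F0. At an unadjusted p under 0.05, 9 of the paper's tRFs passed in F0 (ValTAC, SerCGA, ArgCCG, ArgTCG, ValAAC, ValCAC, GlnCTG, LysTTT and AspGTC) and 5 in F1 (ArgTCG, ArgCCG, AlaAGC, LysCTT and SerCGA).

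The paper states that SeCTCA was lower in OID males of both generations. Its normalized values were lower on average in OID, but they rest on 4 reads in CO F0, 5 in OID F0, 8 in CO F1 and 6 in OID F1 libraries, with at most 3 reads in a library. The paper lists ValTAC as higher in F1 OID males, where its log2 fold change was 0.72 here with overlapping groups (limma adjusted p = 0.376).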

Other observations

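The tests of SeCTCA, of the miRNA share and of the isoacceptor pairs below were chosen after the result was seen. The depth covariate and limma-voom were chosen after the data were seen, but before their own results.

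Other splits of the same libraries were compared with the real groups. In F0, 1 of the 35 splits of the 7 libraries gave as many as 10 tRFs at an unadjusted p under 0.05, and this was the real one. In F1, 2 of 35 splits gave as many as 8. For the tRFs changed in both generations, 1 of 100 joint splits gave as many as 3, and for the interaction 55 of 100 gave as many as 2. For limma-voom in F0, 1 of 35 splits gave as many as 5 tRFs. At an adjusted p under 0.05, 3 of the 35 F0 splits called a tRF in limma, whereas the real one called 0. In F1, 0 splits did. With limma-voom in F0, 5 of 35 splits called a tRF, the real one among them. For the correlation of effects between generations, 1 of 35 splits gave as high a rho. Among the 8 splits that part all same-numbered males, as the real split does, 1 gave as many tRFs in F0 and 1 in F1, 1 gave as many in F0 with limma-voom and 1 gave as high a rho, but 8 splits cannot give a share under 0.05. Of 100 joint splits that part all same-numbered males, 1 gave as many tRFs changed in both generations and 60 as many for the interaction. The other splits put some same-numbered males in the same group.

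OID libraries had a higher median depth than CO libraries in both generations, so depth was tested as a cause of the changes. Depth is the tRF reads of a library, so this covariate cannot tell the amount of sequencing from the fraction of reads on tRFs. With log2 library depth as a covariate, 7 of the 10 tRFs in F0 kept an unadjusted p under 0.05 and all 10 their direction, whereas in F1 2 of the 8 did and all 8 kept their direction. The number of tRFs at an unadjusted p under 0.05 was 12 in F0 and 9 in F1 with the covariate, and the lowest limma adjusted p was 0.113 in F0 and 0.0511 in F1, so the list changed without getting shorter. AlaAGC and LysCTT in F1 no longer had an unadjusted p under 0.05, but their log2 fold changes hardly moved, from -0.75 to -0.73 and from -0.64 to -0.66. The correlation of effects was 0.635 with the covariate, against 0.625 without it. Which tRFs pass in F1 depended on this covariate, and depth may contribute to the change of ArgTCG, whose log2 fold change in F1 was -0.71 with it. The correlation across tRFs between the diet effects in F0 and in F1 was not lowered by this correction. That the shared direction reflects the paternal diet is a hypothesis. Depth and other groupings of the libraries were tested. The labels and the paper name no batches, so these were not tested.

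SeCTCA had 23 reads in all. Within groups, its reads rose with depth with a slope of 0.303 (standard error 0.197) in a Poisson regression, where 1 is expected of reads that follow depth. The other 46 tRFs had slopes from 0.729 to 1.55, with a median of 1.10. Reads that do not follow depth give higher normalized values in shallower libraries, and CO libraries were shallower. The lower SeCTCA values in OID males may be a result of this division.

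The paper does not report miRNAs. Their share of the tRF and miRNA reads together was 0.178% ± 0.187 (SD, n = 3) in CO F0, 0.0267% ± 0.0145 (SD, n = 4) in OID F0, 0.0833% ± 0.0938 (SD, n = 4) in CO F1 and 0.0175% ± 0.00808 (SD, n = 4) in OID F1 males. Every OID male was below every CO male of the same generation (permuted within generation, exact p = 0.000816, the smallest that 2450 orders can give). These are 71 to 1206 miRNA reads per library, in a gel fraction of 30 to 45 nucleotides. The miRNA reads themselves overlapped between CO and OID libraries. In F0 they were 71 to 256 in CO and 78 to 762 in OID, and in F1 80 to 1178 and 275 to 1206. With the relation to depth within groups removed, the exact permutation p was 0.0335, and without the 2 libraries under 100000 tRF reads it was 0.00381. Depth and the 2 shallowest libraries did not fully account for the difference. These 2 libraries, CO F0 replicate 3 and CO F1 replicate 2, had shares of 0.394% and 0.224% and raised the CO means. The other CO libraries lay between 0.0307% and 0.0748%. The log2 difference was -2.12 over all libraries, -1.37 without these 2 and -0.82 with the relation to depth removed. The paper states that samples were pooled before the gel, but its text does not say which were pooled together. A lower content of miRNAs in sperm of OID males thus cannot be told apart from a difference between pools, which was not tested. Nor can it be told apart from more tRF reads in OID libraries, since these enter the share.

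The ratio of some isoacceptors varied less across libraries than that of most pairs of tRFs. ProAGG had 1.70 to 1.93 times the reads of ProCGG, and the SD of their log2 ratio was below that of 99.7% of the 378 pairs among 28 tRFs. For ValAAC and ValCAC the ratio ranged more widely, from 0.367 to 0.621, and the SD of its log2 was below that of 99.2% of pairs. Reads shared between these tRNAs may contribute, so that ValAAC and ValCAC may not count as separate changes in F0. Joint expression of isoacceptors was not tested.

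Between CO F0 and CO F1 males, 0 of 47 tRFs had an adjusted p under 0.05 in limma (lowest adjusted p = 0.807), and 27 of the 35 splits of the 7 CO libraries gave as many tRFs at an unadjusted p under 0.05 as the real groups, which gave 1, SeCTCA. Of the 8 splits that part same-numbered CO males, 4 did. With the replicate number as a block, SeCTCA was the 1 tRF with an adjusted p under 0.05 (0.00626), and same-numbered CO males of the 2 generations had a mean correlation of 0.326 in their deviations, against -0.115 for other pairs. Each CO library held 0 to 3 reads of SeCTCA.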
